A study of Drosophila melanogaster with 24 samples.

How the data were processed

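ATAC-seq, which maps open chromatin by where a transposase inserts sequencing adapters into DNA, was used on brains of adult female Drosophila melanogaster. Each of 4 genotypes was sampled at day 1 and day 10 after eclosion, the emergence of the adult fly, giving 8 groups of 3 samples and 24 samples in all. Per the labels, the genotypes are OreR (Oregon-R, a laboratory wild-type strain, used as the control), H3.3null, H3.3H3.2 and H3.3S31A, the last 3 being altered at the genes for the replacement histone H3.3. From the names, H3.3null lacks H3.3, H3.3H3.2 makes the replicative histone H3.2 in its place, and H3.3S31A carries alanine for serine at residue 31 of H3.3. The labels give no batch, litter or date.

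The values are read counts per peak, deposited by the authors as 1 table over a single peak set shared by all samples. The table's columns were matched to samples by genotype, age and replicate number, and 0 columns were left unused. No header or label states the aligner, the peak caller, the genome build, the handling of duplicate or mitochondrial reads, the shift of reads for the transposase, or the counting rule, so none of these could be checked. Counting shared peaks rather than peaks called per sample means that a site open in a single genotype may be missing from the table if the peak set was filtered. The sample labels describe read pairs of 50 bases, and their extraction text describes RNA isolation and total RNA libraries, which contradicts the genomic DNA named as the molecule in the same labels; the values were treated as ATAC-seq counts, as the series describes them. The counts carry no molecular identifiers, so errors derived from them cover counting and replicate variation, not duplicate reads.

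The table holds 11145 peaks on 6 chromosome arms (2L, 2R, 3L, 3R, 4 and X), with a median width of 454 bp. Peak coordinates are given as the file gives them. The file names no build. Gene names came from the RefSeq gene table of the Release 6 assembly of D. melanogaster, which holds 17673 genes on these arms. With peaks at their given positions 37.2% of peak centres lay within 500 bp of a gene end, against 17.6% to 19.6% after moving every peak by between 2000 and 50000 bp, and the peaks were therefore read in that assembly's frame. The gene table carries no strand, exons or transcripts, so a start site could not be told from the other end of a gene. The planned promoter class (centre within 500 bp of a transcription start site) was replaced by a centre within 500 bp of either end of an annotated gene, and exon, intron and UTR positions are not given.

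Counts were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1). Libraries were scaled by TMM factors, which ranged from 0.970 to 1.02. Peaks were filtered with filterByExpr by group, which removed 0 of the 11145 peaks. A single model with 1 coefficient per group was fitted to all 24 samples (16 residual degrees of freedom) with glmQLFit and glmQLFTest in robust mode, and p-values were adjusted by Benjamini-Hochberg within each of 15 contrasts. A peak was called at an adjusted p under 0.05. The 12 contrasts of 2 groups set each mutant against OreR at each age, H3.3H3.2 against H3.3null at each age, and day 10 against day 1 in each genotype. A further 3 tested whether the age effect differed between a mutant and OreR. The common biological coefficient of variation was 8.96%. Normalised counts are in CPM, computed with the TMM-scaled library totals. Fold changes against a group with no library above 3 counts are given as lower bounds, computed against 3 counts.

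Depth was 3021672 to 4890579 counts per sample, the median count per peak and sample was 253, and the median standard error of a log2 fold change between 2 groups was 0.12. Counts were simulated for all groups from the mean CPM of OreR at day 1, the estimated spread of each peak and the library sizes. With 200 of 11145 peaks changed, 92.5% of the changed peaks were called with the right sign. Recovery was 72.0% for changes of 0.5 on the log2 scale and 99.3% for changes of 1 or more, with 4 false calls. A contrast without change gave 0 calls, and 82.0% of the changed peaks were called in the interaction test. That share pools changes of 0.5 with changes of 1 or more, and recovery at 0.5 alone is not given for the interaction test.

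Named peaks were fixed by rule before the data were examined, as were the tests and the other settings listed here. In each contrast they are the peak with the smallest p among the higher and among the lower calls, provided that the lowest replicate of one group lay above the highest of the other, together with every peak overlapping His3.3A or His3.3B. Correlations of log2 fold changes across peaks describe these libraries, since peaks are not independent replicates. Where mutants share OreR libraries, the value for unchanged groups was simulated 100 times, and for overlaps of calls 20 of these draws were tested in full, taking as many peaks with the smallest p as had been called, a step added after the data were seen. Errors of correlations and of medians over peaks are jackknife standard errors over libraries. The distance of H3.3H3.2 and H3.3S31A from OreR was measured at peaks called in H3.3null at the other age, so that peaks were chosen and measured on different libraries. Location was tested with 2-sided Fisher's exact tests (23 tests, Benjamini-Hochberg over the family). Count shares per arm were tested with 2-sided exact permutation tests, whose smallest p for 3 against 3 is 0.1.

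Other settings tried were DESeq2 size factors, total counts alone or cyclic loess offsets in place of TMM, peaks with at least 10 counts in every sample, the DESeq2 1.42.0 Wald test, a fit of the compared groups alone, replicate number as an added term, a minimum absolute log2 fold change of 1, Spearman correlation, a 1000 bp window, and leaving out each library in turn. Corrections for GC content were not run because no genome sequence was used here. Added after the data were seen were the contrast of H3.3H3.2 with H3.3S31A and the distance measured outside a raised part of 2R at isolated calls. The age effect was also tested at homeotic and other developmental genes. A list of posterior genes (Antp, Ubx, abd-A, Abd-B and tsh) and a list of anterior genes (lab, pb, Dfd, ems, oc, Optix and ey) were tested with fry from limma and set against 10000 random lists of matched mean count. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.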

Results

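Chromatin accessibility was measured by ATAC-seq in brains of adult female flies of 4 genotypes at day 1 and day 10 after eclosion, with 3 libraries in each of the 8 groups. The series asks how far a supply of histone H3, as opposed to the choice of H3.2 or H3.3, matters for the fly, and the genotypes address this by removing H3.3 (H3.3null), replacing it with H3.2 (H3.3H3.2) or changing its serine 31 to alanine (H3.3S31A). OreR served as the control. Counts in 11145 peaks summed to between 3021672 (H3.3S31A day 10 replicate 3) and 4890579 (H3.3null day 10 replicate 3) per library. The lowest totals of the other groups were 3254312 in H3.3null at day 10, 3501589 in OreR at day 1, 3669241 in H3.3S31A at day 1, 3925840 in H3.3null at day 1, 4038192 in H3.3H3.2 at day 10, 4040250 in OreR at day 10 and 4551484 in H3.3H3.2 at day 1. Of these peaks, 76.9% overlapped an annotated gene.

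By median, replicates of a group resembled each other more than libraries of other genotypes did. The Pearson correlation of log2 CPM across peaks had a median of 0.974 over the 24 pairs within groups (range 0.955 to 0.982), 0.968 over the 36 pairs of 1 genotype at different ages, and 0.928 over the 108 pairs of different genotypes at the same age (range 0.886 to 0.972). The first and last of these ranges overlap. No replicate pair agreed within sampling noise: the chi-square per degree of freedom was 2.20 to 8.22 over the 24 pairs. The first principal component carried 33.2% of the variance and placed OreR between -24.7 and -19.0, H3.3S31A between -6.15 and 1.80, H3.3H3.2 between 1.61 and 4.99, and H3.3null between 17.6 and 22.0. Along the second component (21.5%), OreR (9.97 to 13.3) and H3.3null (10.4 to 14.95) lay apart from H3.3H3.2 (-12.5 to -7.67) and H3.3S31A (-15.3 to -12.0).

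**Figure D1:**
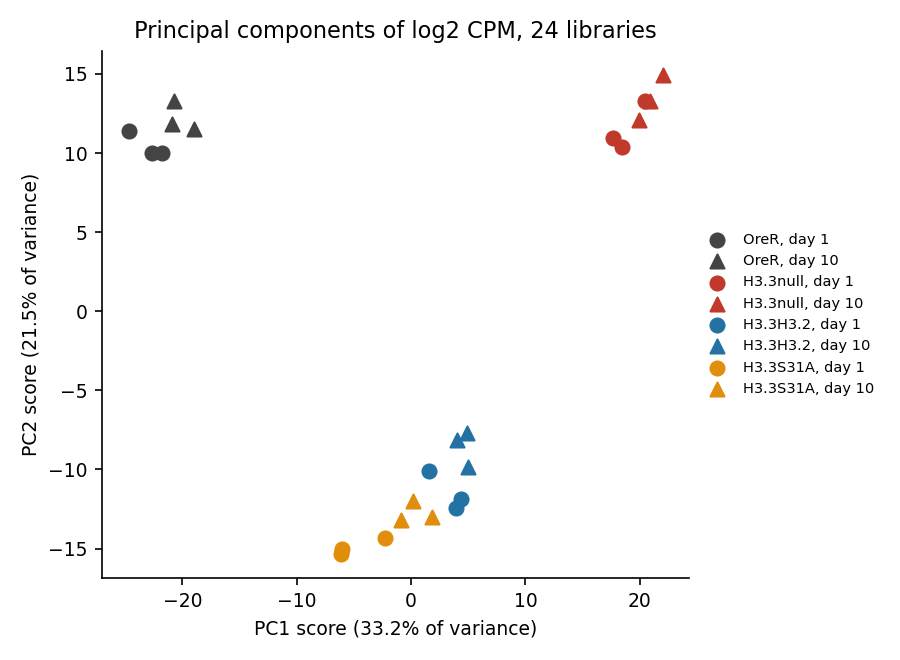
Scores of the 24 libraries on the first 2 principal components of log2 CPM (x axis 33.2% and y axis 21.5% of the variance, unitless scores), with colour for genotype and symbol for age. OreR and H3.3null form separate clusters, and the ages of each genotype lie close together. H3.3H3.2 and H3.3S31A lie side by side, and their ranges overlap slightly on each axis.

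The altered genes were examined first, in every library. At His3.3B on X, the peak at 9154788 to 9155165 held 43.2 ± 6.01 CPM (SD, n = 3) in OreR at day 1 and 12.1 ± 2.38 in H3.3null, a log2 fold change of -1.83 ± 0.18 (SE; adjusted p 7.14e-10). At day 10 it held 45.8 ± 0.135 CPM in OreR and 15.2 ± 5.08 in H3.3null (-1.64 ± 0.18, adjusted p 5.35e-09). Every H3.3null library lay below every OreR library, with 43 to 60 counts against 153 to 201. In H3.3H3.2 the same peak held 48.2 ± 3.29 CPM at day 1 and 48.9 ± 5.36 at day 10, and in H3.3S31A 45.2 ± 5.73 and 46.8 ± 7.46, differences from OreR that were within error (adjusted p 0.660, 0.814, 0.905 and 0.951). Of the alternatives, leaving out H3.3null day 10 replicate 3 moved the day 10 loss most, to -1.34.

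Other peaks of the altered genes moved less or in the opposite direction. The His3.3B peak at X 9152177 to 9152538 was lower in H3.3null by -0.35 ± 0.10 at day 1 (adjusted p 0.0103) and -0.45 ± 0.10 at day 10 (adjusted p 7.84e-04); the day 1 call was lost without OreR day 1 replicate 2, where the change was -0.24. The His3.3B peak at X 9155649 to 9156872 did not differ detectably (0.16 and 0.11, adjusted p 0.211 and 0.396). At His3.3A on 2L, the peak at 5055623 to 5055921 rose in H3.3null from 22.8 ± 4.45 to 47.7 ± 8.92 CPM at day 1 (1.05 ± 0.17, adjusted p 8.43e-06) and from 24.4 ± 2.62 to 56.9 ± 8.32 CPM at day 10 (1.22 ± 0.17, adjusted p 4.25e-07). The neighbouring peak at 2L 5054989 to 5055227, which also overlaps CG14036, changed by -0.039 at day 1 and by -0.35 at day 10 (adjusted p 0.0479); this day 10 call was lost in the fit of the compared groups alone (-0.34) and without OreR day 10 replicate 3 (-0.25), among 5 of the 6 fits that each left out 1 library. H3.3H3.2 and H3.3S31A differed from OreR at none of these 5 peaks at either age, their smallest adjusted p being 0.489.

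**Figure D2:**
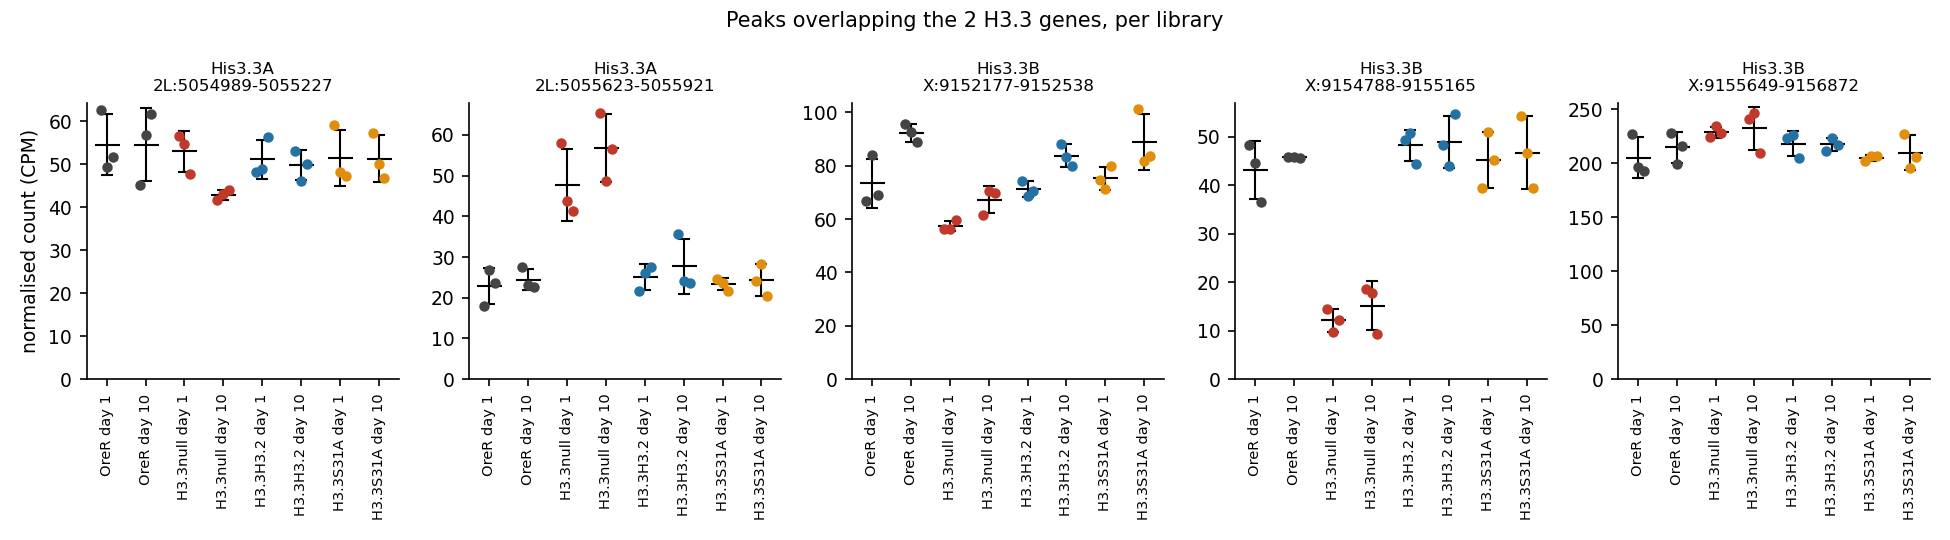
Normalised counts (CPM, y axis) of the 5 peaks overlapping His3.3A or His3.3B in each of the 24 libraries by group (x axis), with points for libraries and bars for the mean and SD of 3. At X 9154788 to 9155165 the H3.3null libraries lie at 9.34 to 18.5 CPM, below all others, and at 2L 5055623 to 5055921 they lie at 41.4 to 65.4 CPM, above all others.

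The comparison of each mutant with OreR asked which peaks change when H3.3 is lost or altered. No group had wild-type H3.3 in the background of a mutant stock, so differences between stocks may be part of every count and of their order. H3.3null gave the most calls: 2757 of 11145 peaks (24.7%) at day 1, 1572 higher and 1185 lower, and 2732 (24.5%) at day 10, 1729 higher and 1003 lower. H3.3H3.2 gave 1242 calls (773 higher, 469 lower) at day 1 and 1189 (795 higher, 394 lower) at day 10. H3.3S31A gave 1171 (695 higher, 476 lower) and 1137 (717 higher, 420 lower). Most of these changes were below 2-fold, the median absolute log2 fold change of called peaks being 0.53 and 0.54 in H3.3null, 0.64 and 0.61 in H3.3H3.2, and 0.63 and 0.68 in H3.3S31A. The alternative that moved these counts most was a minimum absolute log2 fold change of 1, which left 356 calls in H3.3null at day 1, of which 198 were higher and 158 lower. Outside a raised part of 2R (below), set after the data were seen, H3.3S31A at day 1 gave 437 higher and 473 lower calls. In the other comparisons with OreR higher calls stayed more numerous there, as in H3.3S31A at day 10 (448 and 419). Without OreR day 10 replicate 1, H3.3S31A at day 10 gave 609 higher and 264 lower calls.

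**Figure D3:**
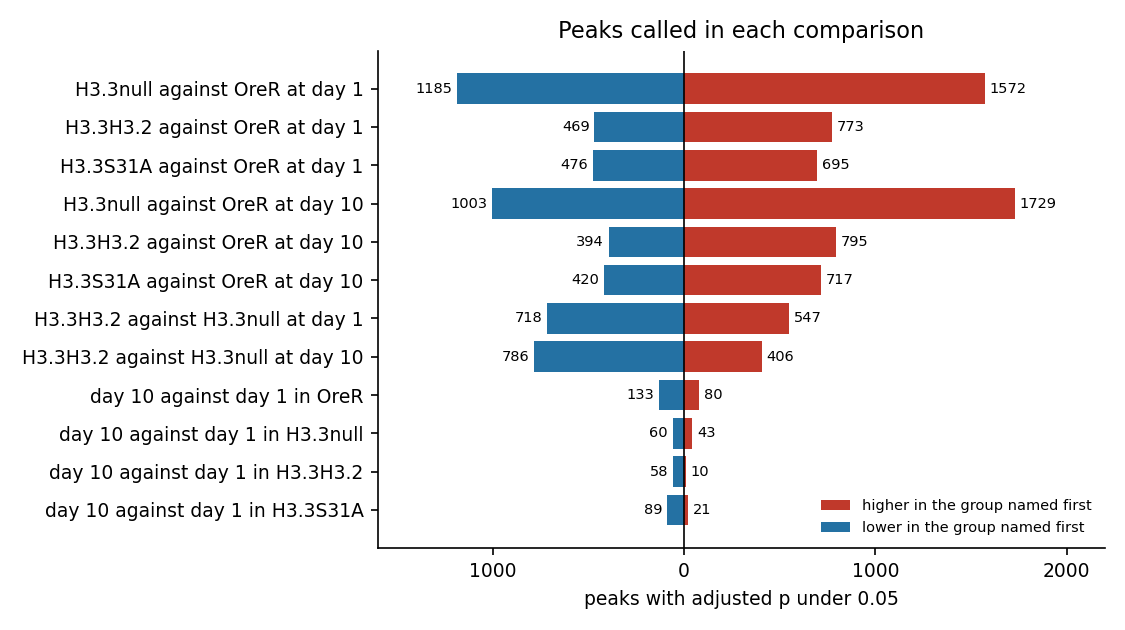
Peaks with an adjusted p under 0.05 in each comparison of 2 groups (x axis, number of peaks; red to the right, higher in the group named first; blue to the left, lower). H3.3null against OreR reaches 2757 and 2732 calls, against 68 to 213 for the age comparisons within a genotype.

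Among peaks higher in H3.3null, the smallest p at both ages belonged to 2L 18947224 to 18948173, which overlaps no gene and lies 142 bp from CG46304. It held 274.6 ± 25.2 CPM in H3.3null and 83.2 ± 6.48 in OreR at day 1 (log2 fold change 1.72 ± 0.093, adjusted p 6.03e-17, no overlap between 3 and 3 libraries), and 271.3 ± 19.7 against 81.8 ± 5.84 at day 10 (1.73 ± 0.093, adjusted p 6.32e-17). The lower peak with the smallest p at both ages was X 14059302 to 14061610 over the Stellate genes Ste:CG33236 and Ste:CG33237, at 75.8 ± 3.21 CPM in H3.3null and 1702 ± 139 in OreR at day 1 (-4.49 ± 0.12, adjusted p 3.61e-26) and -4.31 ± 0.12 at day 10 (adjusted p 1.26e-25). Stellate genes are a repeated family whose copies share sequence, so the counting may have split or dropped their reads, and these peaks cannot be assigned to single copies.

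In H3.3H3.2 at day 1 the higher peak with the smallest p was 2R 16298158 to 16298543 in lncRNA:CR45232, at 215.2 ± 27.2 CPM against 49.9 ± 4.27 in OreR (2.11 ± 0.13, adjusted p 5.65e-15). At day 10 it was X 13100605 to 13101099 in Chpf (195.0 ± 9.17 against 61.1 ± 6.50 CPM, 1.67 ± 0.11, adjusted p 1.40e-14). The same Chpf peak led in H3.3S31A at day 10 (223.5 ± 26.7 CPM, 1.86 ± 0.11, adjusted p 4.62e-16), whereas at day 1 3R 30946407 to 30946702, 9305 bp from CG15550, led there (75.4 ± 3.35 against 17.3 ± 3.56 CPM, 2.11 ± 0.13, adjusted p 5.75e-15). The lower peaks again lay over Stellate genes. The peak at X 13999847 to 14000896 over Ste12DOR changed by -2.89 ± 0.10 and -2.95 ± 0.11 in H3.3H3.2 at day 1 and day 10 (adjusted p 5.71e-22 and 4.32e-22) and by -3.07 ± 0.11 in H3.3S31A at day 1 (adjusted p 1.28e-22). In H3.3S31A at day 10, X 14059302 to 14061610 changed by -3.20 ± 0.12 (adjusted p 4.31e-22).

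H3.3H3.2 was also set directly against H3.3null. This asked what making H3.2 in place of H3.3 changes relative to removing H3.3 without that replacement. At day 1, 1265 peaks differed (547 higher and 718 lower in H3.3H3.2), and at day 10, 1192 (406 higher and 786 lower). The fit of these 2 groups alone moved the day 1 count most among the other models, to 1936. The higher peak with the smallest p was X 22917877 to 22918464, 26857 bp from the nearest protein-coding gene, Cnep1r1, at 116.1 ± 4.51 CPM against 24.1 ± 4.09 at day 1 (2.26 ± 0.12, adjusted p 2.06e-16) and 97.3 ± 9.76 against 27.2 ± 5.13 at day 10 (1.84 ± 0.12, adjusted p 7.29e-14). The lower one was X 2888113 to 2888708 in kirre, with 0 to 2 counts in each H3.3H3.2 library against 417 to 492 in H3.3null at day 1 and 276 to 409 at day 10, at least 163-fold and 129-fold lower. That peak also held 0 to 2 counts in every H3.3S31A library and 353 to 492 in OreR.

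The same peaks moved at both ages. Of the day 1 calls in H3.3null, 1730 (62.7%) were called in the same direction at day 10, against 3 called in opposite directions and 676 expected to be called at both ages by chance. In H3.3H3.2, 874 (70.4%) and in H3.3S31A, 829 (70.8%) day 1 calls recurred in the same direction, with 133 and 119 expected. Across peaks, the log2 fold changes at the 2 ages correlated at 0.86 ± 0.045 (jackknife SE) in H3.3null, 0.87 ± 0.012 in H3.3H3.2 and 0.78 ± 0.053 in H3.3S31A, where 100 simulated draws of unchanged groups gave -0.063 to 0.075. Spearman correlations were lower (0.68, 0.60 and 0.53), the largest move among the alternatives.

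Between mutants at 1 age, the shared OreR libraries alone gave correlations of 0.45 to 0.55 over the simulated draws. Against this, H3.3H3.2 and H3.3S31A correlated at 0.80 ± 0.018 at day 1 and 0.88 ± 0.032 at day 10, and H3.3null and H3.3H3.2 at 0.71 ± 0.016 and 0.69 ± 0.021. For H3.3null and H3.3S31A the value at day 1, 0.51 ± 0.025, lay inside the simulated range of 0.46 to 0.55, and the value at day 10, 0.61 ± 0.029, above it (0.45 to 0.53). The Spearman values of this pair, 0.48 and 0.46, lay inside the ranges simulated for that measure at both ages (0.46 to 0.51 and 0.45 to 0.49), so the day 10 excess was not held under it. Those of the other pairs, 0.64 to 0.68, lay above every simulated value. The day 1 Pearson value of H3.3null and H3.3S31A depended on 9 peaks with fewer than 10 counts in some library. Without them it was 0.60, above the range simulated with all peaks. A value inside a range does not show that a pair shares no change. The ranges hold for unchanged groups, and effects found in 1 genotype alone lower the correlation that shared libraries give. Calls shared in the same direction at day 1 numbered 933 for H3.3null and H3.3H3.2, 809 for H3.3null and H3.3S31A, and 880 for H3.3H3.2 and H3.3S31A, and at day 10 they numbered 850, 753 and 812. In 20 of the simulated draws, lists of as many peaks with the smallest p shared at most 581, 559 and 346 peaks in the same direction at day 1 and at most 534, 535 and 316 at day 10 through the OreR libraries alone. By this measure H3.3null and H3.3S31A shared more calls than any draw at both ages (809 against 559 and 753 against 535).

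How far each mutant lay from OreR depended on the genotype in which the peaks were chosen. At peaks called in H3.3null at the other age, a choice that favours H3.3null as the farthest, H3.3H3.2 and H3.3S31A had smaller median changes than H3.3null. The 1572 peaks higher in H3.3null at day 1 had a median log2 fold change at day 10 of 0.57 ± 0.048 (jackknife SE) in H3.3null, 0.22 ± 0.034 in H3.3H3.2 (37.6% of the H3.3null value) and 0.11 ± 0.026 in H3.3S31A (18.5%). The 1185 lower peaks had medians of -0.36 ± 0.099, -0.19 ± 0.045 and -0.16 ± 0.078. Chosen at day 10 and measured at day 1, the 1729 higher peaks gave 0.47 ± 0.070, 0.21 ± 0.047 and 0.076 ± 0.039, and the 1003 lower peaks -0.42 ± 0.18, -0.16 ± 0.072 and -0.12 ± 0.088. For the lower peaks the jackknife errors of H3.3H3.2 and H3.3S31A overlapped, and those of H3.3null nearly reached them. Peaks called in the other mutants, a choice made after the data were seen, did not give this order. The 773 peaks higher in H3.3H3.2 at day 1 had day 10 medians of 0.68 ± 0.068 in H3.3null, 0.68 ± 0.059 in H3.3H3.2 and 0.71 ± 0.065 in H3.3S31A, and the 469 lower peaks -0.39 ± 0.097, -0.47 ± 0.083 and -0.46 ± 0.13. The 695 peaks higher in H3.3S31A at day 1 gave 0.65 ± 0.078, 0.71 ± 0.053 and 0.75 ± 0.061, and the 476 lower peaks -0.30 ± 0.082, -0.42 ± 0.11 and -0.46 ± 0.13. In these 4 sets and in the 4 chosen at day 10, H3.3null had the median nearest 0, and its jackknife error overlapped those of the other mutants. A raised part of 2R (below) held 34.0% and 37.1% of the peaks higher in H3.3H3.2 and H3.3S31A at day 1, against 15.6% in H3.3null. These sets were not measured outside it, so its weight on the higher peaks stays open. Of the peaks lower at day 1 it held 1 in H3.3H3.2 and 3 in H3.3S31A. Leaving out H3.3S31A day 10 replicate 1 moved the -0.16 of H3.3S31A to -0.10, and leaving out H3.3null day 10 replicate 2 moved its -0.12 to -0.068, whereas without OreR day 10 replicate 3 the latter was -0.20. The alternative that moved the first value most was measuring at called peaks outside a raised part of 2R and without a called neighbour, chosen after the data were seen: H3.3null then gave 0.40, H3.3H3.2 0.16 and H3.3S31A 0.054.

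**Figure D4:**
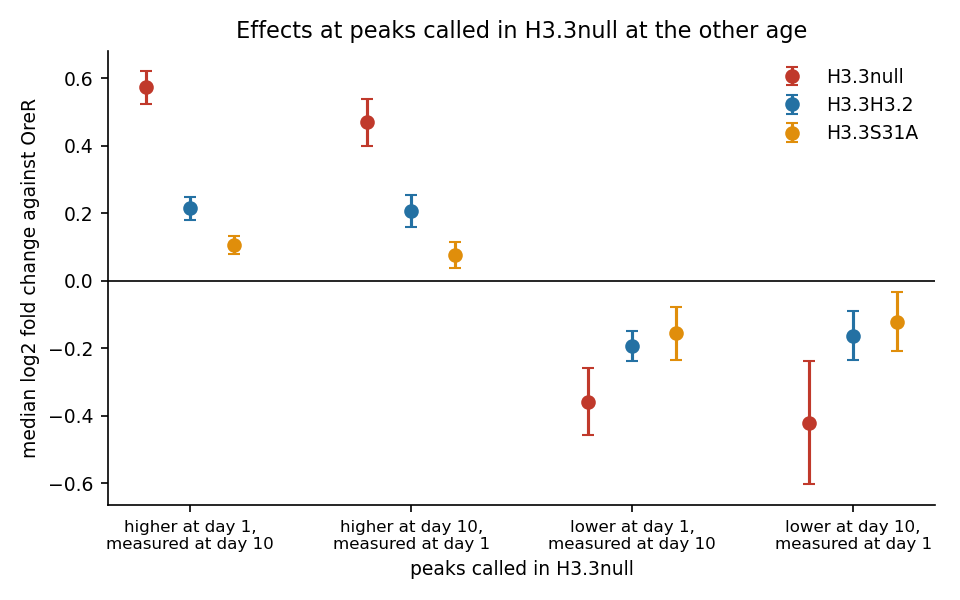
Median log2 fold change against OreR (y axis) of H3.3null, H3.3H3.2 and H3.3S31A at peaks called in H3.3null at the other age (x axis, set of peaks), with bars for the jackknife SE over libraries. H3.3null, in which the peaks were chosen, lies farthest from 0 in each set, at 0.57, 0.47, -0.36 and -0.42; at peaks chosen in H3.3H3.2 or H3.3S31A (not drawn) it does not.

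Between day 1 and day 10, few peaks changed. OreR gave 213 calls (80 higher and 133 lower at day 10), H3.3null 103 (43 and 60), H3.3H3.2 68 (10 and 58) and H3.3S31A 110 (21 and 89), or 347 peaks in any genotype. These counts fell whichever library was left out. Fewer libraries alone can lower them, so dependence on particular libraries was not shown. Leaving out OreR day 10 replicate 1 left 90 calls in OreR, and leaving out H3.3null day 1 replicate 2 left 32 in H3.3null. Leaving out H3.3H3.2 day 10 replicate 1 left 21 in H3.3H3.2, and leaving out H3.3S31A day 10 replicate 3 left 30 in H3.3S31A. Requiring an absolute log2 fold change of at least 1 moved the age counts most, to 5 in OreR and to 0 in H3.3null, where 1337 peaks had an unadjusted p under 0.05. Of the 213 peaks in OreR, 180 had the same sign in all 4 genotypes. In all 4 genotypes 13 peaks were called, each lower at day 10, among them 2 at Scr, 1 at Antp and 1 at Abd-B.

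The age peaks with the smallest p in OreR were 2R 4471476 to 4471746, 416 bp from Gprk1, which rose from 14.3 ± 2.93 to 37.6 ± 2.62 CPM (1.38 ± 0.18, adjusted p 8.83e-06), and 3R 16847182 to 16847595 in MSAmiP and lncRNA:iab8, which fell from 92.3 ± 16.3 to 47.9 ± 3.11 CPM (-0.94 ± 0.12, adjusted p 8.83e-06). In H3.3null, 3L 9509868 to 9510743 at RpS9 rose by 0.66 ± 0.092 (adjusted p 5.63e-05) and X 1988557 to 1989362 in Hr4 changed by -0.93 ± 0.10 (adjusted p 7.59e-07). In H3.3H3.2, 2R 10124001 to 10124533 in gem rose by 0.55 ± 0.10 (adjusted p 0.00379) and 3R 6848483 to 6849007 in Scr changed by -0.95 ± 0.098 (adjusted p 1.28e-07). In H3.3S31A, 2R 13579569 to 13580257 in lncRNA:CR44366 rose by 0.58 ± 0.12 (adjusted p 0.00552), a call lost in the fit of the compared groups alone (0.57), and 3L 3632883 to 3633259 in dar1 changed by -1.27 ± 0.14 (adjusted p 4.53e-07). In each of these peaks the 3 libraries of one age lay outside the range of the other 3.

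Whether the age effect differed between a mutant and OreR was tested directly, and 0 peaks passed the threshold in any of the 3 interaction tests. The smallest adjusted p was 0.0571 for H3.3null, 0.626 for H3.3H3.2 and 1.00 for H3.3S31A, and 985, 338 and 389 peaks had an unadjusted p under 0.05. The DESeq2 Wald test moved the H3.3null count most, to 8, and leaving out OreR day 1 replicate 1 gave 4. The differing numbers of age calls per genotype were therefore not shown to differ between mutants and OreR peak by peak. Differences as large as the age effects themselves may have been missed. The median standard error of the interaction was 0.17 to 0.18, and called age effects had median absolute log2 fold changes of 0.49 to 0.55.

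Called peaks lay away from gene ends. Of the peaks higher in H3.3null at day 1, 26.8% had their centre within 500 bp of a gene end, and of those lower 20.2%, against 41.6% of peaks not called (2-sided Fisher's exact tests, adjusted p 9.83e-29 and 9.93e-48). In H3.3H3.2 at day 1 the shares were 18.0% and 20.7% against 39.5% (adjusted p 6.40e-35 and 4.98e-17), and in H3.3S31A 19.4% and 22.5% against 39.2% (adjusted p 1.09e-26 and 9.40e-14). At day 10 they ranged from 14.2% (higher in H3.3S31A) to 29.7% (lower in H3.3null), against 39.1% to 40.9% of peaks not called. The exceptions among the 23 tests were the peaks higher in H3.3H3.2 than in H3.3null at day 10 (34.5% against 38.2%, adjusted p 0.184) and, with age, the lower peaks of OreR (36.1% against 37.4%, adjusted p 0.823) and both directions in H3.3null and H3.3S31A, whose smallest adjusted p was 0.186. Requiring an absolute log2 fold change of at least 1 removed the call for the lower peaks of H3.3S31A at day 1, at 39.1%. A raised part of 2R in which 4 of 308 peaks lay near a gene end weighed on the higher peaks. Without it, a choice made after the data were seen, their shares were 31.5%, 26.7% and 30.2% in H3.3null, H3.3H3.2 and H3.3S31A at day 1 and 28.1%, 33.5% and 22.1% at day 10. All 12 tests against OreR still passed (Fisher's exact tests, largest adjusted p 0.00824). These location tests count each peak as an independent unit, although neighbouring peaks can move together. Their p-values therefore do not measure variation between libraries.

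The share of all counts that fell on each chromosome arm differed between mutants and OreR by up to 1.83 percentage points. On 2R it rose from 21.2 ± 0.225% (SD, n = 3) in OreR at day 1 to 22.6 ± 0.124% in H3.3null, 22.95 ± 0.225% in H3.3H3.2 and 22.5 ± 0.409% in H3.3S31A, and by 1.83, 1.75 and 1.60 points at day 10. On X it was lower by up to 1.04 points (difference -1.04, H3.3S31A at day 10), and on 4 it went from 1.13 ± 0.0311% in OreR at day 1 to 0.831 ± 0.0338% in H3.3S31A. The 3 mutant libraries did not overlap the 3 OreR libraries in 6 of 6 comparisons on each of 2R, X and 4, in 5 on 3L, in 3 on 3R and in 0 on 2L, where chance gives non-overlap in 10% of comparisons. In these 36 exact permutation tests the smallest p was 0.1, the smallest that 3 against 3 allow, so none could pass 0.05. The alternative set for these differences before the data were examined, using only peaks with at least 10 counts in every library, moved 3L in H3.3null at day 1 from -0.32 to -0.35 points. Leaving out single peaks or a segment, chosen later, moved them more.

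The rise on 2R was concentrated in a segment near the start of the arm, whose edges were set after the data were seen. Its 308 peaks, from 329233 to 1370369, had median log2 fold changes against OreR of 0.67, 0.89 and 0.78 in H3.3null, H3.3H3.2 and H3.3S31A at day 1 and of 0.80, 0.86 and 0.84 at day 10. They made up 15.6% of the peaks called higher in H3.3null at day 1, 34.0% in H3.3H3.2 and 37.1% in H3.3S31A. Without the segment the share of 2R was still higher in the mutants, by 0.239 to 0.713 points, without overlap in each of the 6 comparisons. Without a single peak on 4 (591613 to 596132, in no gene), the largest fall in the share of that chromosome went from -0.300 to -0.0484 points. Without the 3 Stellate peaks, differences in the share of X ranged from -0.302 to 0.300 points.

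**Figure D5:**
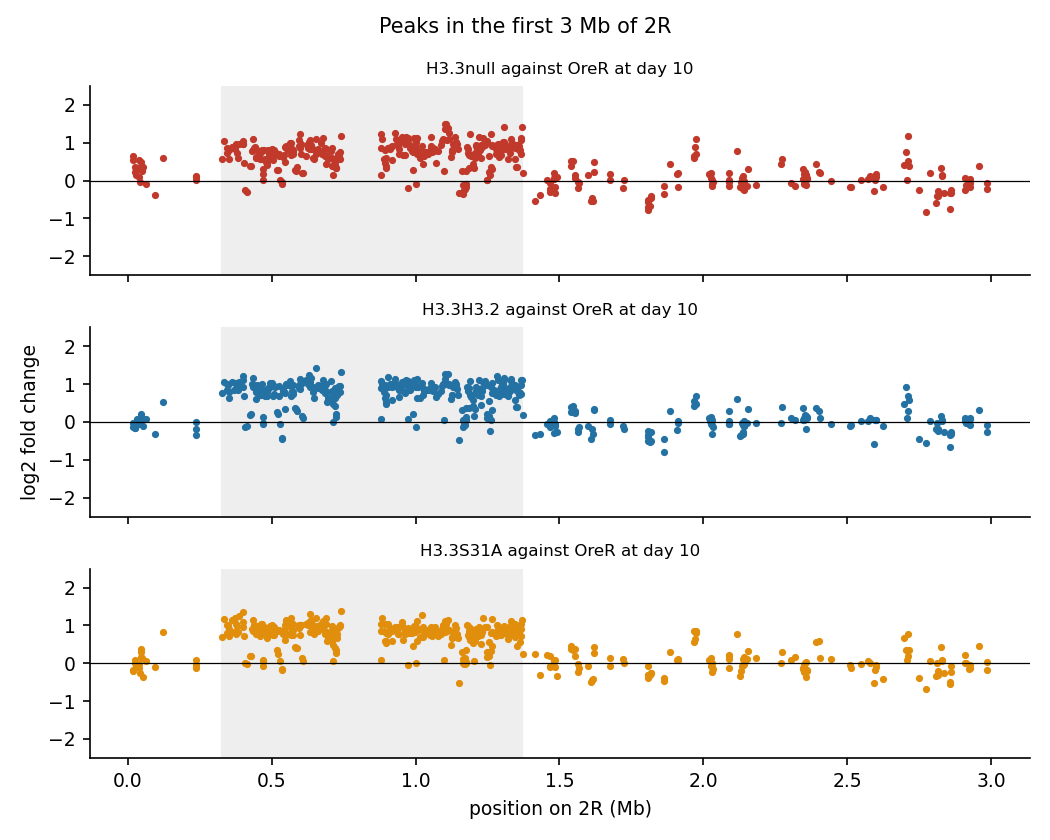
Log2 fold change at day 10 against OreR (y axis) of each peak in the first 3 Mb of 2R (x axis, position in Mb) for the 3 mutants, with shading from 329233 to 1370369. Peaks in the shaded segment centre on 0.80, 0.86 and 0.84, while peaks on either side scatter around 0.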

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

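Each result was recomputed with 1 choice changed at a time, which gave 1532 alternative values, and the values that reversed, 2 under other settings and 26 with 1 library left out, were all effects within error at the targeted loci. Measuring the distance from OreR at isolated called peaks outside the raised 2R segment and at peaks called in the other mutants, testing location outside that segment, and the simulated range of Spearman values, were the tests here that were chosen after the results were seen. Of 54 named effects, 31 passed the threshold. Of 432 alternative values of these, 424 kept their direction and side of the threshold and 8 kept their direction without passing, 7 of them at the targeted loci. Using DESeq2 size factors or cyclic loess offsets, or removing the low-count filter, moved no count of calls by over 1.5 times and no correlation or median by more than its standard error; the last test is void, since 0 peaks had been filtered. The scalings moved the median of all peaks by under 0.03 on the log2 scale. Correction for GC content, alone or with the replicate block, was not run because no genome sequence was used here.

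A minimum absolute log2 fold change of 1 lowered the counts of calls by construction, to 356, 196 and 141 for H3.3null, H3.3H3.2 and H3.3S31A against OreR at day 1, to 340, 174 and 188 at day 10, to 112 and 106 for H3.3H3.2 against H3.3null, and to 5, 0, 3 and 2 for age in OreR, H3.3null, H3.3H3.2 and H3.3S31A (in H3.3null 1337 peaks had an unadjusted p under 0.05). In 6 location tests of lower peaks the share near a gene end rose and no longer passed, and the cause was not tested: it was 29.8% near a gene end for H3.3H3.2 and 39.1% for H3.3S31A at day 1, 31.3% and 33.3% at day 10, and 33.8% and 33.3% for H3.3H3.2 against H3.3null. The higher peaks of H3.3S31A at day 1, at 19.5%, still passed (2-sided Fisher's exact test, adjusted p 7.28e-04).

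Fitting the compared groups alone raised H3.3H3.2 against H3.3null at day 1 to 1936 calls (948 higher, 988 lower) and the age calls of H3.3H3.2 to 134, and lowered those of H3.3S31A to 41; the cause was not tested. The DESeq2 Wald test gave 165 age calls in H3.3null. For the interaction of H3.3null and OreR, where 0 peaks were called and 985 had an unadjusted p under 0.05, DESeq2 gave 8, the compared groups alone 4, total counts 2 and the replicate block 3. Same-numbered replicates do not pair these samples: their deviations correlated at -0.24 to 0.35 over 36 pairs (median 0.031), and in 0 of 12 contrasts was every pair above 0.1. Apart from those 3 calls the replicate block moved no count by over 1.5 times.

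Spearman correlations were 0.68, 0.60 and 0.53 between ages in H3.3null, H3.3H3.2 and H3.3S31A. For H3.3null with H3.3H3.2, H3.3null with H3.3S31A, and H3.3H3.2 with H3.3S31A they were 0.64, 0.48 and 0.68 at day 1 and 0.65, 0.46 and 0.66 at day 10, of which those for H3.3null with H3.3S31A lay inside the range simulated for unchanged groups (0.46 to 0.51 and 0.45 to 0.49). Leaving out the 9 peaks with fewer than 10 counts in some library gave 0.84 between ages in H3.3H3.2 and, at day 1, 0.60 for H3.3null with H3.3S31A and 0.87 for H3.3H3.2 with H3.3S31A, so a few near-empty peaks weigh on the Pearson values.

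At isolated called peaks outside the 2R segment, medians at day 10 were 0.40, 0.16 and 0.054 for H3.3null, H3.3H3.2 and H3.3S31A at higher peaks, and -0.25 and -0.12 for H3.3null and H3.3H3.2 at lower ones; at day 1 the higher peaks gave 0.32, 0.13 and 0.030. H3.3S31A gave -0.12 at the lower peaks at day 10, and at day 1 the lower peaks gave -0.26, -0.13 and -0.073. H3.3H3.2 then kept 40.1% and 42.3% of the H3.3null value at higher peaks, and H3.3S31A 13.4% and 9.37%. At lower peaks H3.3H3.2 kept 47.7% and 50.4% and H3.3S31A 47.3% and 27.6%. At day 10 these 2 mutants were thus nearly tied at lower peaks, and their order there was not resolved. At peaks called in H3.3H3.2 or H3.3S31A, with the 2R segment included, those genotypes instead gave 100.3% to 151.5% of the H3.3null value. Of these sets the smaller distance therefore held only where peaks were chosen in H3.3null. Total counts alone gave 0.52 for H3.3null at day 10. At the peak X 9155649 to 9156872 in H3.3S31A at day 1, where the change is within error (-0.0013), the sign was opposite with total counts (0.011) and with the replicate block (3.6e-04).

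Leaving out 1 library at a time gave 830 (without H3.3null day 1 replicate 1) to 1036 calls for H3.3H3.2 against H3.3null at day 1. For age it gave 90 (without OreR day 10 replicate 1) to 174 in OreR, 32 (without H3.3null day 1 replicate 2) to 78 in H3.3null, 21 (without H3.3H3.2 day 10 replicate 1) to 37 in H3.3H3.2, and 30 (without H3.3S31A day 10 replicate 3) to 99 in H3.3S31A. Every omission lowered the age counts, so an effect of particular libraries cannot be told from that of having fewer libraries. The interaction of H3.3null and OreR ranged from 0 to 4 (without OreR day 1 replicate 1). Correlations between ages ranged from 0.85 to 0.86 in H3.3H3.2 and 0.72 to 0.79 in H3.3S31A. At day 1 they ranged from 0.69 to 0.73 for H3.3null with H3.3H3.2, 0.47 to 0.53 for H3.3null with H3.3S31A and 0.77 to 0.81 for H3.3H3.2 with H3.3S31A, and at day 10 from 0.67 to 0.72, 0.57 to 0.64 and 0.84 to 0.89.

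In the same fits, medians at day 10 ranged, at peaks higher in H3.3null at day 1, from 0.56 to 0.65 in H3.3null, 0.21 to 0.26 in H3.3H3.2 and 0.10 to 0.13 in H3.3S31A, and at lower peaks from -0.46 to -0.29 and -0.25 to -0.19 in H3.3null and H3.3H3.2. At day 1 they ranged from 0.43 to 0.54 in H3.3null at higher peaks and from -0.24 (without OreR day 10 replicate 3) to -0.12 in H3.3H3.2 at lower peaks.

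Effects near 0 at the targeted loci changed sign in such fits. At 2L 5054989 to 5055227, day 1 ranges were -0.11 to 0.069 in H3.3null, -0.17 to 0.017 in H3.3H3.2 and -0.19 to 0.033 in H3.3S31A, and at day 10 -0.20 to 0.017 in H3.3S31A. At 2L 5055623 to 5055921, H3.3H3.2 ranged from -0.0072 to 0.25 and from -0.030 to 0.30, and H3.3S31A from -0.12 to 0.14 and from -0.12 to 0.11. At X 9152177 to 9152538 the ranges were -0.11 to 0.051 in H3.3H3.2 and -0.024 to 0.14 in H3.3S31A at day 1, and -0.16 to 0.0091 in H3.3S31A at day 10. At X 9154788 to 9155165, H3.3S31A ranged from -0.040 to 0.16 and from -0.083 to 0.14. At X 9155649 to 9156872 it ranged from -0.043 to 0.075 and from -0.10 to 0.014, and H3.3H3.2 at day 10 from -0.031 to 0.061. Standard errors at these peaks, which cover counting and replicate variation together, were 0.089 to 0.18.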

Other observations

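The tests in this part were all chosen after the results they bear on were seen.

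Other splits of the same libraries were counted for each comparison of 2 groups, each 3 against 3 making 10 splits, so that no share below 0.1 can be reached and grouping by accident cannot be excluded by this test alone. In H3.3null, H3.3H3.2 and H3.3S31A against OreR, in H3.3H3.2 against H3.3null and in H3.3H3.2 against H3.3S31A, at each age, 1 of the 10 splits (the real one) gave as many calls. The largest count from any other split was 72, for H3.3S31A and OreR at day 1 with 1171 calls in the real split. With age, 1 of 10 splits gave as many calls in OreR, H3.3null and H3.3H3.2, but 2 of 10 did in H3.3S31A, where setting day 1 replicates 1 and 2 with day 10 replicate 1 against the rest gave 149 calls against 110 for the ages. The age calls of H3.3S31A therefore rest on libraries that also differ by something other than age. For the interactions, peaks with an unadjusted p under 0.05 were as many in 6 of 10 splits for H3.3null (985), 10 of 10 for H3.3H3.2 (338) and 10 of 10 for H3.3S31A (389); OreR's own age effect stays in the other splits by construction, so a low number in the real split is what a shared age effect gives.

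A block at the centromeric end of 2R stood above OreR in all 3 mutants. It held 308 peaks between 329233 and 1370369, and the next peak starts at 1374291; 91.6% to 96.4% of its peaks were above 0 in the 6 comparisons. Its median under any of 3 other scalings and 6 comparisons was at least 0.66, which argues against scaling, and the median of the other centromere-proximal peaks was at most -0.011, which argues against a general opening near centromeres. A candidate explanation is a different copy number of the segment: with the edges set at day 1, the spread of fold changes inside at day 10 (median absolute deviation) was at most 1.26 times that outside, near what a shift of all peaks by 1 amount gives. At day 10 the peaks within 500 bp of a gene end moved less than the others, with medians of 0.46 against 0.80 in H3.3null, 0.48 against 0.86 in H3.3H3.2 and 0.75 against 0.84 in H3.3S31A, which goes against a single shift. These are 4 of the 308 peaks, however, and at day 1 they moved more (0.81 against 0.67 in H3.3null); permuting the peaks gave adjusted p of 0.168 or more over the 6 comparisons. Whether the difference lies in the mutant stocks or in OreR, and whether it has anything to do with H3.3, cannot be told apart here, because every mutant carries a raised segment, with day 1 medians of 0.67 in H3.3null, 0.89 in H3.3H3.2 and 0.78 in H3.3S31A and no difference between the last pair at day 10 (median -0.0063), and no second wild-type stock was analysed here. The segment held 15.4% to 37.5% of the peaks called higher in a mutant, so these peaks may say nothing about H3.3.

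At 4 peaks no library of at least 1 genotype held more than 6 counts. The peaks at 3L 26609 to 27217 and 40021 to 40762 held 0 to 2 counts in the 6 OreR libraries and 426 to 877 in H3.3null. X 2796057 to 2796767 (w and kirre) and X 2888113 to 2888708 (kirre) held 0 to 2 counts in H3.3H3.2 and 0 to 6 in H3.3S31A, against 130 to 492 in OreR. Peaks whose libraries split within a group, at 3L 15035824 and 3R 3912146 (below), were set apart as well, which left 11139 other peaks. Where no library exceeded 3 counts the genotype mean was at most 0.156 CPM (0.334 in H3.3S31A at X 2796057), while the lowest genotype mean of any of the other 11139 peaks was 1.98 CPM. The gap is consistent with sequence missing from a stock rather than closed chromatin, which leaves background counts; a sequence variant that keeps reads from aligning would look alike and was not tested. The w peak at X 2789752 to 2793256 was higher in H3.3null (1.72 at day 1, 1.69 at day 10; adjusted p 1.70e-16 and 2.37e-16, 838.7 CPM against 257.1 in OreR), as was X 2796057 to 2796767 (1.67 and 1.97), while the other 2 mutants did not differ from OreR at the first of these. Extra copies of w, a common transgene marker in flies, may be the source, which was not tested.

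The 3L peaks also split a group. H3.3S31A had 0 counts in every library except day 10 replicates 2 and 3, with 161 and 52 counts at 26609 and 237 and 68 at 40021. On a scale where H3.3S31A at day 1 is 0 and H3.3H3.2 at day 1 is 1, over 49 peaks that differ between them, these libraries lay at 0.16 and 0.15, and replicate 1 at 0.098. A mixture with H3.3H3.2 flies is argued against for replicate 2, whose 3L counts would need a share of 0.51 of the H3.3H3.2 mean, or 0.31 of its highest library, and so a position of at least 0.29 where replicates of a group had an SD of up to 0.065. For replicate 3 the needed share is 0.23 or 0.14 and the position 0.14 to 0.30, so a mixture is not excluded there. Flies of 1 stock that differ at this site could give such counts, which stays open and untested. Libraries of 1 group split in the same way at 3L 15035824 to 15036279 in Sytbeta (147, 163 and 0 counts in H3.3H3.2 at day 1) and at 3R 3912146 to 3912501 (0, 75 and 41 in OreR at day 10).

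A few peaks carried the lower count shares of X and 4. The 3 Stellate peaks were lower in all mutants, with medians from -4.49 to -3.06 over the 6 comparisons, and without them the largest fall in the share of X was -0.302 points instead of -1.04. On 4, the peak at 591613 to 596132 fell from 5345 ± 607 CPM (SD, n = 6) in OreR to 2952 ± 184 in H3.3null, 2873 ± 279 in H3.3H3.2 and 2861 ± 346 in H3.3S31A, and without it the largest fall was -0.0484 points instead of -0.300. Most of each fall is thus consistent with a change at single loci, such as fewer repeat copies, which was not tested. Smaller changes elsewhere on these chromosomes stay open: without these peaks the shares still did not overlap those of OreR on X in H3.3H3.2 at day 10 (-0.286 points) and H3.3null at day 1 (0.300), and on 4 in H3.3S31A at day 1 (-0.0484) and H3.3null at day 10 (0.0337). On 4, 32.5% and 39.0% of the 77 peaks were called in H3.3null at day 1 and day 10. Most of these calls were higher, with 19 higher and 6 lower at day 1 and 24 and 6 at day 10.

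H3.3null was lower near some centromeres outside the 2R segment. The median log2 fold change of 1635 peaks within 4 Mb of a centromere was -0.20 at day 1 and -0.095 at day 10, against 0.014 and -0.0045 elsewhere. The arms were uneven: at day 1 the medians were -0.33 on 3R, -0.31 on 3L, -0.14 on 2R, -0.14 on X and -0.069 on 2L, and at day 10 -0.18 on 3R, -0.12 on 3L, -0.12 on X, -0.046 on 2L and 0.029 on 2R. Per library, this difference separated H3.3null from OreR at both ages (-0.23 and -0.16, exact permutation p 0.1, the smallest that 3 against 3 allow), and chance gives such separation in 10% of comparisons. H3.3H3.2 was also separated at day 10 (-0.089, exact permutation p 0.1), but not at day 1 (-0.058, exact permutation p 0.6). Scaling is argued against at day 1, where the median was at most -0.17 under 3 other scalings, and so is a single library, since leaving out each in turn gave -0.29 to -0.15. At day 10 the median was -0.033 without H3.3null day 10 replicate 2, so the effect there rests on that library. Variation of the kind seen between replicates was not ruled out at day 1. The per-library difference was 0.105, 0.334 and 0.354 in OreR day 1 replicates 1 to 3, which scored -14.5, 5.69 and 9.35 on the third principal component. H3.3null day 1 libraries scored -9.35, -5.82 and -1.21 there, although OreR day 1 replicate 1, with the lowest of these scores, still lay above them in the difference. On 3 at day 1 the other mutants had medians of -0.14 on 3L and -0.13 on 3R (H3.3H3.2) and -0.19 and -0.12 (H3.3S31A), but all 3 comparisons use the same OreR libraries, which alone can give such a shared fall. Per library neither was separated from OreR at day 1 (H3.3S31A -0.079, exact permutation p 0.4). Without OreR, H3.3H3.2 against H3.3null at day 1 gave a median of 0.145 near centromeres and -0.022 elsewhere. All day 1 libraries of H3.3H3.2 (0.11 to 0.29) and H3.3S31A (0.10 to 0.31) lay above those of H3.3null (-0.0060 to 0.088). The day 1 fall was thus larger in H3.3null, but at day 10 the libraries overlapped. Whether the fall needs the absence of H3.3 stays open. Less accessible chromatin near the centromere of 3 may be part of the day 1 value in H3.3null, as a hypothesis. A stock difference stays open and untested.

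The genotypes H3.3H3.2 and H3.3S31A hardly differed from each other. Their contrast gave 51 calls at day 1 (35 higher and 16 lower in H3.3H3.2) and 44 at day 10 (37 and 7), with 18 at both ages, all in the same direction, against 1822 and 1832 calls between H3.3null and H3.3S31A. Unadjusted p-values under 0.05 numbered 902 and 974. Of the calls, 20 and 22 lay on 3R, which holds 22.1% of all peaks. A loss of the function of H3.3 that both share could leave these genotypes alike, and so could a common stock background. With 51 calls at day 1 the 2 cannot be told apart, because the design has no wild-type H3.3 in the background of these stocks.

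By median, peaks at listed homeotic and other developmental genes were lower at day 10 in every genotype. Peaks of Antp and Abd-B among the 13 called in all genotypes prompted the posterior list, so its values are not independent of that finding; the anterior list shares 0 genes with it, and expression of these genes in the brain was not measured here. Over 19 peaks at 5 posterior genes the median change was -0.37 in OreR, -0.32 in H3.3null, -0.29 in H3.3H3.2 and -0.37 in H3.3S31A, and over 10 peaks at 7 anterior genes -0.43, -0.28, -0.30 and -0.36. These medians lay at percentile 0 among 10000 random lists of matched mean count, and fry gave adjusted p from 1.46e-07 to 3.04e-04 over 8 tests, with 78.9% to 100% of the peaks of a list below 0. The random lists were matched on mean count only. The 13 peaks called in all genotypes also include peaks at Scr, mid, ham, croc, pnt and Hr4, which are in neither list. A fall particular to the listed genes was therefore not shown. Nerve cord tissue carried over into the day 1 libraries stays open: the anterior list fell too, its median being at most -0.28 in every genotype, but whether sites at these genes are open in nerve cord was not measured. Scaling is argued against by a posterior median of at most -0.27 under 3 other scalings. Another open hypothesis is that regulatory sites used in development close, or lose cells that use them, in the first days of adult life, which may apply with or without H3.3, since the interaction tests found 0 peaks at the threshold (985, 338 and 389 at an unadjusted p under 0.05). Differences in handling between ages were not tested.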
